# Mother-Specific Signature in the Maternal Transcriptome Composition of Mature, Unfertilized *Zebrafish* Eggs

**DOI:** 10.1371/journal.pone.0147151

**Published:** 2016-01-22

**Authors:** Han Rauwerda, Paul Wackers, Johanna F. B. Pagano, Mark de Jong, Wim Ensink, Rob Dekker, Ulrike Nehrdich, Herman P. Spaink, Martijs Jonker, Timo M. Breit

## Abstract

Maternal mRNA present in mature oocytes plays an important role in the proper development of the early embryo. As the composition of the maternal transcriptome in general has been studied with pooled mature eggs, potential differences between individual eggs are unknown. Here we present a transcriptome study on individual *zebrafish* eggs from clutches of five mothers in which we focus on the differences in maternal mRNA abundance per gene between and within clutches. To minimize technical interference, we used mature, unfertilized eggs from siblings. About half of the number of analyzed genes was found to be expressed as maternal RNA. The expressed and non-expressed genes showed that maternal mRNA accumulation is a non-random process, as it is related to specific biological pathways and processes relevant in early embryogenesis. Moreover, it turned out that overall the composition of the maternal transcriptome is tightly regulated as about half of the expressed genes display a less than twofold expression range between the observed minimum and maximum expression values of a gene in the experiment. Even more, the maximum gene-expression difference within clutches is for 88% of the expressed genes lower than twofold. This means that expression differences observed in maternally expressed genes are primarily caused by differences between mothers, with only limited variability between eggs from the same mother. This was underlined by the fact that 99% of the expressed genes were found to be differentially expressed between any of the mothers in an ANOVA test. Furthermore, linking chromosome location, transcription factor binding sites, and miRNA target sites of the genes in clusters of distinct and unique mother-specific gene-expression, suggest biological relevance of the mother-specific signatures in the maternal transcriptome composition. Altogether, the maternal transcriptome composition of mature *zebrafish* oocytes seems to be tightly regulated with a distinct mother-specific signature.

## Introduction

Maternal RNA is defined as those transcripts present in a mature oocyte or (un)fertilized egg before the initiation of zygotic gene expression [1,2]. Their significance is reflected in the enormous amounts, up to several ug total RNA per egg in oviparous species [3]. Oogenesis is a complex process in which, during the very early stages DNA replication takes place [4]. After that, but still in the Prophase I of the meiosis chromosomes unpair and the developing oocyte starts a long period of cytoplasmic growth. In this lengthy developmental phase the maternal RNA molecules are either produced by the oocyte or deposited by surrounding cells into the oocyte during oogenesis [5,6]. Spatiotemporal localization of maternal RNAs is at least for germ plasm RNAs highly dynamic [7]. During oogenesis and early embryogenesis mRNA is actively deadenylated and polyadenylated [8]. In the oocyte a large number of RNA molecules is stored in the cytoplasm with short poly(A) tails that can acquire translational competence after cytoplasmic polyadenylation during oocyte maturation and embryogenesis [9]. Only after fertilization the second phase of the meiosis is resumed and the second polar body is produced. Maternal mRNAs provide a means of protein production without transcription in early embryogenesis [2,10,11]. Thus, besides functions in the developing oocyte, these maternal gene products play an important role in the proper development of the early embryo, such as the start of the zygotic transcription [1,12]. During the maternal-to-zygotic transition (MZT) maternal mRNAs are cleared from the embryo in a highly regulated fashion [13]. Fish maternal mRNA is intensively studied because *zebrafish* (*Danio rerio*) is an increasingly popular model organism [14] and maternal RNAs are considered important determinants of egg quality in farmed fish [15].

Over the years, many studies have been carried out to elucidate the role of maternal mRNA in oogenesis and early embryogenesis including whole-genome transcriptomics experiments. This resulted in many new insights on the functioning of maternal mRNAs. However, as most studies, including those on *zebrafish* [16–19], *C*. *elegans* [20], *T*. *castaneum* [21], *D*. *melanogaster* [22] and *human* [23], have been performed using pools of oocytes, eggs or embryos, little is known about the maternal mRNA differences between individual oocytes. The few studies using single cell transcriptome analyses [24,25] do not specifically address the transcriptome variation between oocytes. Another complicating factor in maternal RNA experimentation is the fact that in the oocyte, many maternal RNAs have no or short poly(A) tails plus that mRNAs may be specifically polyadenylated or deadenylated during early embryogenesis [9,26,8]. Therefore the often used poly(A)-based selection or amplification protocols will likely result in a biased outcome [13].

Given the important role of maternal mRNA, the constitution of the maternal transcriptome of an individual egg will have a profound impact on the eventual individual [27–30]. This, in fact, might be an epigenetics means to transmit (environmental) information from the mother to the offspring [31,32]. It has been shown that the epigenetic factor DNA methylation plays a role in the transmission of environmental stimuli into the embryo development [33–36]. An approach to investigate the role of maternal mRNA in transmission of such epigenetic information would be to analyze the differences in the maternal transcriptomes between sibling oocytes in one clutch and clutches from different mothers.

Accordingly, we performed an experiment using four to five eggs per clutch from five different mothers, using our single-egg transcriptome-analysis technique [37] that allows us to detect inter-individual differences (Fig 1A). To avoid the maternal mRNA short poly(A) tail complication, we depleted the maternal RNA samples for rRNA and subsequently polyadenylated the remaining RNA. To limit the influence of genetic differences, we used sibling mothers. The transcriptome analysis showed that there is surprisingly limited differential gene expression between individual eggs, especially within one clutch. This indicates the existence of a tightly regulated gene-expression program in oogenesis. Even though these differences are relatively small, over 99% of expressed genes show in at least one between-clutch comparison a statistically different gene expression. This means that there seems to be a mother-specific influence in the maternal transcriptome of these mature eggs. Importantly, the combined differential gene-expression patterns exclude the possibility that these differences originate from eggs that are in a different state of maturation, activation, meiosis, or decay. Hence, we conclude that each clutch has a highly similar maternal transcriptome yet with a noticeable signature of the mother. These differences seem to be controlled by direct gene regulation as they involve gene sets with a non-random chromosome distribution, transcription factor binding sites in their promotor regions, or differential miRNA targets in their 3’ UTRs.

**Fig 1:**
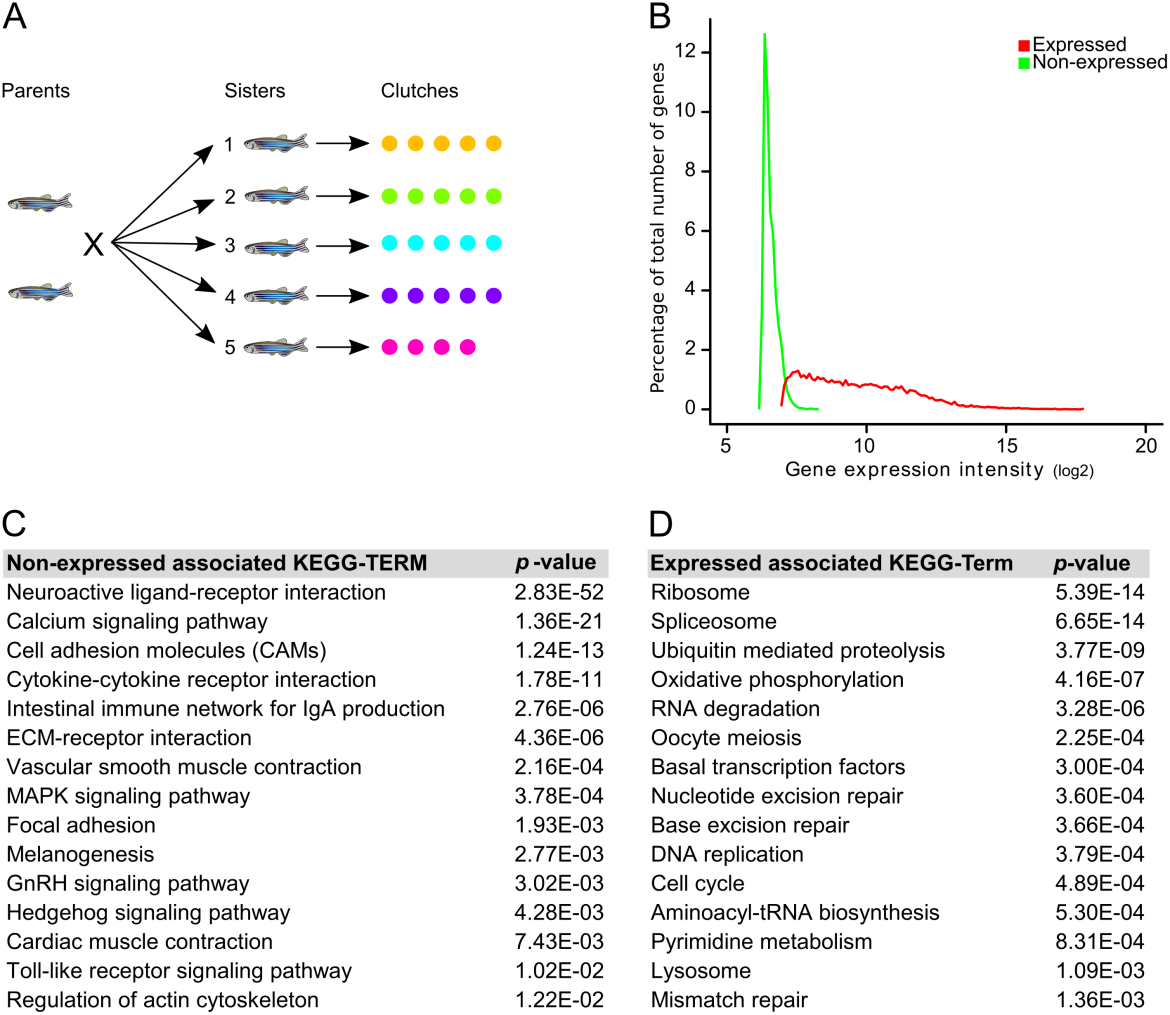
Maternal gene expression in *zebrafish* eggs. (A) Experiment design: the transcriptomes of 24 individual *zebrafish* eggs was determined in five clutches. (B) Gene-expression distribution of the 11,118 expressed (red) and 11,353 non-expressed (green) unique Ensembl-defined genes. (C) Top 15 over-represented KEGG pathways associated with the maternally non-expressed genes. (D) Top 15 over-represented KEGG pathways associated with the maternally-expressed genes.

## Material and Methods

### *Zebrafish* eggs

*Zebrafish* were handled in compliance with the local animal welfare regulations and maintained according to standard protocols (http://ZFIN.org). Mature, unfertilized eggs were collected from 5 different animals (sisters) of genotype wt ABTL by a squeezing procedure as described in http://zfin.org/zf_info/zfbook/chapt2/2.8.html#4. In short, a female, looking large and fat in the belly and a male were placed in one tank separated by a transparent, but watertight division the day prior to the squeezing procedure. Approximately 1 hour after the start of the light period, the division was removed and 3 minutes later and before any egg laying or sperm deposition took place, the female was removed from the tank and anesthetized briefly in another tank with egg water containing 0.02% buffered ethyl 3-aminobenzoate methanesulfonate (Tricaine, Sigma-Aldrich). Subsequently, the eggs were obtained by gently squeezing the female. Finally, some egg water was added to the clutch to facilitate the picking of individual eggs. During a period of 1 to maximally 15 minutes after expulsion of the clutch, the mature eggs were one after another, individually put into Eppendorf tubes, flash-frozen in liquid nitrogen, and stored at -80°C. The local animal welfare committee (DEC) of the University of Leiden, the Netherlands specifically approved this study. All protocols adhered to the international guidelines specified by the EU Animal Protection Directive 86/609/EEC. From each female, five eggs were taken from which RNA was extracted.

### RNA extraction & microarrays

RNA was isolated from single eggs as described previously (de Jong et al., 2010). RNA concentrations were measured on a NanoDrop ND-2000 (Thermo Scientific), S1 File, and RNA integrity was assessed on a 2200 TapeStation system using RNA ScreenTapes (Agilent Technologies). Total RNA was polyadenylated using the Poly(A) Polymerase Tailing Kit (Epicentre). Prior to amplification and labeling, polyadenylated total RNA was depleted for ribosomal RNA (rRNA) using a set of biotinylated single-stranded DNA oligonucleotides designed to hybridize to Danio rerio 18S and 28S rRNA (S2 File). A detailed ribo-depletion protocol can be found in the S3 File. Polyadenylated ribo-depleted RNA was amplified and labeled using amino-allyl-CTP (TriLink Biotechnologies) in a modified version of a standard T7 RNA polymerase-based in vitro transcription protocol [38]. Amplified RNA was purified using the E.Z.N.A. MicroElute RNA Clean Up Kit (Omega Bio-Tek), quantified using a NanoDrop ND-2000 and its quality was checked on RNA ScreenTapes (Agilent Technologies). A reference sample—mentioned here for completeness, since in the analysis a one dye approach was applied—was compiled from a pool of eggs.

Test and reference samples were labeled with Cy3 and Cy5, respectively, by incubating 5 μg of amino-allyl labeled amplified RNA in 50 mM carbonate buffer (pH 8.5) with Cy3 or Cy5 mono-reactive dyes (GE Healthcare) for 1 hour at room temperature. Reactions were quenched with hydroxylamine (Sigma-Aldrich), purified with the E.Z.N.A. MicroElute RNA Clean Up Kit and the yield and CyDye incorporation were measured on a NanoDrop ND-2000. Finally, 4.4 ug test and 2.2 ug reference labeled amplified RNA was combined and hybridized to custom-designed D. rerio 4x180k SurePrint G3 microarrays (Agilent Technologies, GEO accession GPL15180) for 17 hours at 65°C. In order to avoid confounding of clutch and hybridization chamber samples were randomized. The microarrays were scanned in an ozone-free room with a DNA microarray scanner G2565CA (Agilent Technologies). Feature extraction was performed with Agilent Feature Extraction software.

In short, these microarrays were designed by applying the method described in [39], albeit with a few modifications: for each transcript only one probe was designed at the 3’ end of the transcript. The transcripts were based on Ensembl 57, Vega37, Unigene117 and Refseq39. This set comprises of 88,754 transcripts and 24 negative control probes and is a subset of the microarray design described in GEO GPL 10042 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL10042). Next to this set the array also contains 44k probes from older, redundant array designs, which were not used in this experiment.

### Data preprocessing & normalization

The quality of the microarray data was assessed via multiple quality-control checks, i.e. visual inspection of the scans, testing against criteria for foreground and background signals, testing for consistent performance of the labeling dyes, checking for spatial effects through pseudo-color plots, and inspection of pre- and post-normalized data with box plots, ratio-intensity (RI) plots and PCA plots. All microarrays passed the minimum quality criteria and were used in the analyses. Handling, analysis and visualization of all data was performed in R (http://cran.r-project.org/) using the Bioconductor packages affy, limma and maanova [40]. 

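Among the 88754 probes of the main design set, 2 had a ratio of more than 3000 between the highest and the lowest normalized Cy3 signal of the 24 eggs, and in both the highest egg was more than 4 times above the next egg. Of these 2 probes, 1 was called expressed. A further count, of probes whose highest egg was more than 16 times above the next egg, gave 3, of which 2 were called expressed. The tables read here do not pair a probe with rdh14b or zgc:63480, so these probes were not named and none was removed.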

At this stage we removed two genes (rdh14b and zgc:63480) from the dataset, due to the fact that they each had an extreme high expression value in one of the samples, whereas the expression was consistently absent in all other samples, which resulted in a unrealistic fold changes of over 3,000 times. We also removed 194 genes which microarray signals could not be normalized as they apparently already produce polyadenylated maternal RNA by themselves (S1 Fig, S4 File). Log2 transformed Cy3 data was normalized between microarrays by quantile normalization from the Robust Multi-microarray Average (RMA) function in the R Bioconductor affy package. Raw and processed data are deposited in the Gene Expression Omnibus accession GSE72839 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=gnahakmgtjurryh&acc=GSE72839).

### Data analysis

In order to distinguish expressed genes from non-expressed genes, we developed a sequential procedure to: determine which probes are expressed per sample/microarray; how these expressed probes translate to expressed transcripts in the whole experiment; and finally how these expressed transcripts translate to expressed genes in this study. Starting from the raw data and the assumption that high-variant signals are indicative for expressed genes, we determined for each probe the log variance of the log intensity over the entire experiment of the Cy3 channel. In the resulting bimodal distribution (S2A Fig) the log variance between the low- and the high-variance peak was determined at -3.74 with the lowest number of probes below which probes were labeled ‘low-variance probes’ (58,212) and above which probes were labeled ‘high-variance probes’ (30,512). Using Bayes’ theorem a per-microarray per-probe conditional probability was calculated, i.e. that the probe given its intensity value belongs to the high-variance distribution. Here the per-microarray threshold to label a probe as expressed was set at a likelihood of larger than 0.95. With this threshold, interpreted as the intensity above which we accept that a probe is reliably detecting the associated gene products in a specific sample, we are stringently avoiding false positives. To call a transcript “expressed somewhere in the experiment”, we applied a second requirement in that a specific probe must be assigned to the expressed category on at least four microarrays; finally Ensembl transcripts identifiers were linked to their Ensembl gene identifiers where a gene was labeled “expressed” when at least one of its containing transcripts was called “expressed somewhere in the experiment”. In those cases where more transcripts link to one gene, the signal intensity of that gene was determined by the probe with the highest average signal intensity over all samples.

Of all expressed genes the signal intensity range per clutch was determined. If one or more clutches were identified without any overlap with another cluster, these clusters were labeled as clusters with an absolute distinct mother-specific gene-expression level. Hence per gene no to five absolute distinct mother-specific gene-expression levels can be identified. This procedure was carried out by an R script.

The variability of the maternal transcriptome was also assessed by the calculation in R per gene of the maximum fold changes (mFCs) in gene expression between any of the 24 eggs in the study. The mFC within clutches was calculated as the largest of the differences of the highest log intensity in any clutch and the lowest log intensity in the same clutch.

The analysis of variance was carried out with the R Bioconductor maanova package by applying an F-test on the normalized data that was fitted to linear model with ‘clutch’ as model factor. A correction for multiple testing was applied using the ‘jsFDR’ option from the R Bioconductor qvalue package at a false discovery rate of less than 5%.

Comparison of the results in this study with the study of Aanes et al. [16] was done by a direct comparison of the counts of Ensembl genes. Because of annotation differences not all Ensembl genes in the Aanes defined clusters (‘Degradation 1’, ‘Degradation 2’, ‘pre-MBT 1’, ‘pre-MBT 2’, ‘MBT’, ‘Post-MBT’ and ‘Maternal-zygotic’) were present in our set. However, since this difference was very small (2%), we did not perform a mapping of our probes to these missing identifiers. Percentages of overlap were calculated as the ratio of number of genes in our set and the number of genes given in the study of Aanes et al.

Overrepresentation analyses were carried out using the Functional Annotation Tool of the DAVID Bioinformatics Resources version 6.7 [41] using Ensembl gene identifiers and choosing the appropriate background (cf. Results and Discussion) in each comparison (e.g. choosing all on the microarray represented Ensembl genes as background when probing overrepresentation of expressed genes). A Fisher Exact statistics was calculated while a pathway or GO category only was reported if minimally 2 genes in a pathway were identified and the minimum probability of the category was equal or smaller than 0.1.

Hexamer motifs, poly(A) sites (PASs) and Pumilio Binding Elements (PBEs) in the 3’UTRs were determined using the AME tool of the MEME tool suite, version 4.10.1 [42] using the discriminative mode in which the 3’ UTRs of all sequences that were part of the comparison were taken as control sequences and only looking for motifs on the same strand. A Wilcoxon rank-sum test was used, as sequence scoring method an average odds score was used and p-values were adjusted for the effect of multiple testing in a motif set by a Bonferroni procedure. The sequence motifs were retrieved from [43–45]. 3’UTR sequences were retrieved from Ensembl Biomart using Zv9 (Ensembl release 79), as were the chromosome locations of the genes.

The visualization of genes on the assembly was done using the Ensembl website (http://www.ensembl.org/Danio_rerio/Location/Genome, Zv10) by using the ‘View karyotype’ link. Clustering the chromosome distribution of gene sets was performed with a matrix containing the gene sets (rows) and chromosomes (columns) in which the values represent the fraction of that particular gene set represented on that particular chromosome. A hierarchical clustering was performed using Euclidean distance with Ward’s method for linkage.

Analysis of overrepresented transcription-factor binding sites (TFBS) in the upstream region of the genes was performed with the F-MATCH tool of Transfac Professional [46] while choosing an appropriate background (cf. Results and Discussion) consisting of Ensembl genes that are represented on the microarray. The default setting of F-Match were used.

The Ensembl genes that have putative targets of miRNAs in their 3’ UTRs were obtained from TargetScanFish, release 6.2 [47]. The probability of a found overlap of a gene set containing the targets for a specific miRNA in a set of interest was calculated using a hypergeometric test in R by using an appropriate background (cf. Results and Discussion).

## Results and Discussion

### Experiment description

Little is known about the differences in the maternal transcriptomes between individual *Zebrafish* eggs, as to our knowledge in all published studies on transcriptome dynamics in early embryogenesis eggs are pooled for analysis [16–19,48]. Here, we aim to gain insight into the composition of maternal RNA by studying the transcriptome differences between individual mature, unfertilized eggs. 

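RNA of single mature, unfertilized eggs was labelled with Cy3 and hybridized with a Cy5-labelled reference pooled from eggs, on 24 arrays with 180822 spots each. Mothers 1 to 4 gave 5 eggs each and mother 5 gave 4. The deposited scanner files hold the median pixel intensity of each spot as the authors' Feature Extraction software wrote it, without background subtraction. From these, the log2 Cy3 intensities of the 88754 probes of the main design set were quantile normalized between arrays, and 60 Cy3 spots marked as non-uniform were left out. A further 87220 probes outside that set and 4848 control spots were set aside. The values refer to transcript probes and not to genes, because the tables held pair only 3835 of the probes with an Ensembl gene. The deposited normalized log2 values of the authors differed from the values used here by a median of 0.002176 and by at most 0.54 on the log2 scale. Differences between mothers were tested with the moderated F-test of limma over the 5 mothers, with Benjamini-Hochberg adjustment at 0.05. As a negative control, the same test was run on the Cy5 intensities of the reference, grouped by the mother of the Cy3 egg on the same array. The number of arrays limits the precision of every value.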

For this, we analyzed, by microarray technology, up to five individual eggs from clutches from five different mothers, in total 24 eggs. To minimize the differences caused by genetic background, we used clutches from siblings (Fig 1A). Although mature eggs, even activated, are supposed to be transcriptionally quiescent, we followed a strict protocol in harvesting these mature eggs to avoid changes due to the complete squeezing procedure that is commonly used to obtain a population of synchronized mature eggs.

We anticipated quite some difference in the maternal transcriptomes, as for instance, we previously observed considerable differences in the RNA content of individual eggs [37]. In this study again, there was substantial difference in total RNA isolation yield between eggs, ranging from 80 ng to 474 ng, sd ~ 93 ng (S1 File). However, from a one-way ANOVA using clutch and yield as independent variable and dependent variable, we conclude that the clutches on average might have the same yield (P value = 0.2, with an F-value of 1.6). 

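The yields of the 24 eggs in S1 File, which are the authors' measurements, lay between 80.4 and 474 ng, with a mean of 156 ng and a standard deviation of 93.05 ng. The next egg of the clutch that holds the highest yield gave 166 ng. The RNA integrity number in the same table lay between 8.3 and 9.8. Clutch 5 of that table has 4 eggs, as only mother 5 has. Clutches 1 to 4 are not tied to the mothers' numbers, so these measures were not joined to the array signals.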

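A permutation test of the one-way F over 100000 random assignments of the 24 yields to the clutches, for an F of 1.61, gave p = 0.179. On the log2 scale the F was 2.33 and the permutation p = 0.0803. The result rests in part on the egg with 474 ng: without it the F was 3.68 and the permutation p = 0.0142. The RNA integrity number differed between the clutches with an F of 5.82 and a permutation p of 0.00299, or 0.012 after adjustment over the 4 measures of the table.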

As we cannot estimate the contribution of the RNA-isolation protocol to the observed differences in yield, it is difficult to conclude what the quantitative RNA differences are between individual eggs. Moreover, if these differences exist, it is unclear whether these are caused by arbitrary gene expression and degradation during oogenesis or reflect a functional different constitution of an egg. Hence, in this study we only analyzed relative mRNA expression levels of genes.

### Maternally-expressed genes

A first step towards gaining insight into the *zebrafish* oocyte transcriptome is to determine which genes are expressed in mature eggs. Given the well-known microarray probe-affinity issues [49,50], as well as the presence of background noise, defining expressed versus non-expressed transcripts is not a trivial task. We argued that both technical and biological causes result in the fact that expressed transcripts exhibit more variation than non-expressed transcripts in raw data. 

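The log2 variance of the raw log2 Cy3 signal over the 24 arrays had a low mode at -6.83 and a high mode at -0.06, with the fewest probes between them at -3.75. This parted 58177 low-variance probes from 30577 high-variance probes.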

The distribution plot of gene-expression variance (S2A Fig) showed a distinct bimodal distribution of low and high variation, which supports our assumption. 

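The mean log2 signal had a median of 6.24 over the low-variance probes and of 7.90 over the high-variance probes. The upper quartile of the low-variance probes was 6.29 and the lower quartile of the high-variance probes was 7.05. Of the low-variance probes, 99.99% lay below the median of the high-variance probes.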

The associated average gene-expression profiles exhibited an expected difference in that transcripts with low variation also displayed low gene-expression intensities and reversely, transcripts with high variation displayed high gene-expression intensities (S2B Fig). 

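With a probability over 0.95 on at least 4 arrays, 26766 transcripts (30.2% of the main design set) were called expressed. A further 3211 probes were present on 1 to 3 arrays and 58777 on none. Between 19078 and 25356 probes were present per array, with a median of 23171. The lowest log2 signal called present lay between 6.56 and 7.50, depending on the array. Of the expressed transcripts, 16798 (62.8%) were present on all 24 arrays. Feature Extraction marked every one of the 26766 as well above background on at least 4 arrays.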

Employing this approach (cf. Materials and Methods), we could identify 28.276 (32%) transcripts that are expressed in at least four eggs (S2C and S2D Fig), which translates into 11,118 (49%) maternally-expressed unique Ensembl-defined genes and 11,353 non-expressed unique Ensembl-defined genes (Fig 1B and S5 File).

This is in line with the findings of Aanes *et al*. [16] in that the number of expressed genes is similar to their 11,851 Ensembl-defined expressed genes. In this study 6 clusters of genes are described that show a typical behavior in the developmental period from egg to 5.3 hours post fertilization (hpf): ‘Degradation 1’, ‘Degradation2’, ‘Pre-MBT 1’, ‘Pre-MBT 2’, ‘Post-MBT’, ‘Maternal-zygotic’. We found that 88% of the genes in the Aanes-defined clusters that show expression during the oocyte stage (i.e. ‘Degradation 1’, ‘Degradation 2’, ‘Pre-MBT 1’, ‘Pre-MBT 2’ and ‘Maternal-zygotic’, also are expressed genes in our study, while only 9% of the genes in these clusters overlap with the genes that are identified as non-expressed in our study. Also, 81% of the genes in the Aanes-defined clusters with expression at or after the mid-blastula transition (i.e. ‘MBT’ and ‘Post-MBT’) are identified as non-expressed genes in our study (S6 File).

During oogenesis, several miRNAs are implicated in gene-expression regulation [51,52]. Also, in early embryogenesis miRNA play an important role in the clearance of maternal RNAs in the developing zygote [53–55]. Hence, we investigated whether the maternally-expressed genes contained specific miRNA target sites. It indeed turned out that genes containing a miRNA target site were, tested against a background of all available genes on the microarray, overrepresented in the maternally-expressed genes for most oogenesis and early-embryogenesis implicated miRNAs (S7 File). Noticeably, none of the tested miRNAs showed overrepresentation of its target genes in the non-expressed genes.

Early embryonic development relies on the regulated translation of stored maternal RNAs, which is, at least for a large number of proteins, organized through polyadenylation of the maternal RNA molecules. The polyadenylation mechanism involves recognition by dedicated proteins of specific motifs present in the 3’UTRs of the RNAs [44,45]: AAUAAA and AUUAAA hexamers, U-rich cytoplasmic polyadenylation elements (CPEs, UUUUAU and UUUUAMU), and Pumilio Binding Element (PBE, UGUA(N)AUA). Embryonic CPEs (eCPEs) have been reported for Xenopus [56] and for zebrafish [16] as long U-rich motifs larger than 10 nucleotides. These hexamers, CPEs, PBEs and eCPEs should be enriched in the maternally-expressed genes. Analysis of the 3’UTRs of these genes showed that the hexamer motifs were indeed enriched (Bonferroni corrected p-value of 5.4 E-06 and 2.3 E-03, respectively), as were the CPEs (Bonferroni corrected p-value of 8.1 E-05 and 1.4 E-04). The strongest overrepresentation was found in the eCPEs; we tested motifs consisting of stretches Us with a length of 11 to 20 nucleotides and found Bonferroni corrected p-values of 2.95 E-08 for the 11 mer motif increasing gradually to 9.53 E-06 for the 20 mer motif. The tested PBE motif however did not show enrichment. These findings support our categorization of genes as maternally-expressed.

It is of interest to see whether the expressed and non-expressed gene categories relate to any biological mechanism or pathway. For this we performed over-representation analysis on the gene sets in these categories using all genes that are available on the microarray as background (S8 File). From these analyses it became clear that the gene expression is focused rather than random; the non-expressed genes strongly relate to gene pathways that involve many membrane bound and (neurological) signaling gene products (Fig 1C), which are less likely to be relevant in early embryogenesis, whereas the maternally-expressed genes relate very much to basal cellular processes of early embryogenesis relevant processes (Fig 1D), such as transcription, translation, and DNA repair. This is in line with earlier observations [16,19].

### Limited variability in maternal gene expression within clutches

To get a first impression of the variability of the maternal transcriptome between individual eggs, we examined per gene the maximum fold change (mFC), i.e. the highest measured intensity divided by the lowest. 

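Over the 24 eggs, the mFC had a median of 1.925 and exceeded 2 for 11871 of the 26766 expressed transcripts, or 44.4%. This share depends strongly on the normalization: with the processed signal scaled to the 75th percentile it was 82.1%. With the arrays centred on their median in place of quantile normalization, it was 97.6%. As 66.2% of the probes were present on no array, that median is a signal of probes not called present. The mean of the expressed transcripts then still followed the mean signal of the array (r = 0.979). This limit holds for all values given below for arrays centred in this way. When the second highest egg was set against the second lowest, the share with an mFC over 2 was 25.5% under quantile normalization.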

When we apply a threshold of mFC = 2 (log2 = 1), about 50% of the 11,118 expressed genes have a higher mFC, hence the other half of the genes have a bandwidth of just mFC = 2 (Fig 2A and 2B, visualized as log mFC). Also, only 5% of the genes have a mFC > 4. This means that the majority of expressed genes has limited gene-expression variability over all eggs in the experiment (Fig 2C). 

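An mFC over 4 was found for 1538 expressed transcripts, or 5.75%. Under the alternative normalizations and filters this share lay between 1.77% and 64.6%.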

Even more so, we were interested to see if the observed variation originates from differences between clutches or individual eggs. For this, we calculated the mFC for each gene per clutch (Fig 2A and 2B). As a result, 88% of the expressed genes showed a clutch mFC ≤ 2 and almost all genes (99.5%) have a clutch mFC ≤ 4. This means that the differences of mFC observed in all expressed genes are primarily caused by differences between mothers, whereas there is limited variability between eggs from each mother. 

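Within clutches, the mFC had a median of 1.54, and 23905 of the 26766 expressed transcripts (89.3%) had a clutch mFC of at most 2. All but 511 transcripts (98.1%) had a clutch mFC of at most 4. A range over 5 eggs is narrower than one over 24 eggs by construction, so the same measure was taken in 100 random groupings of the eggs into groups of the same sizes. These gave between 65.1% and 71.6% of transcripts with a group mFC of at most 2, with a mean of 67.8% (permutation p = 0.0099, the smallest that 100 groupings can give). The share depends on the normalization: it was 52.9% with the processed signal scaled to the 75th percentile (permutation p = 0.0099) and 8.53% with median centring (permutation p = 0.0297). Taken mother by mother, 94.25% of the transcripts ranged over at most 2-fold in mother 1, 94.5% in mother 2, 94.65% in mother 3, 98.2% in mother 4 and 99.2% in mother 5. Mother 5 has 4 eggs, which narrows its range by construction. The mean log2 signal of the arrays also varied less in mothers 4 and 5, with an SD of 0.09 and 0.14, against 0.21 to 0.35 in the others. These shares are therefore not read as a property of the mothers.

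**Figure D1:**
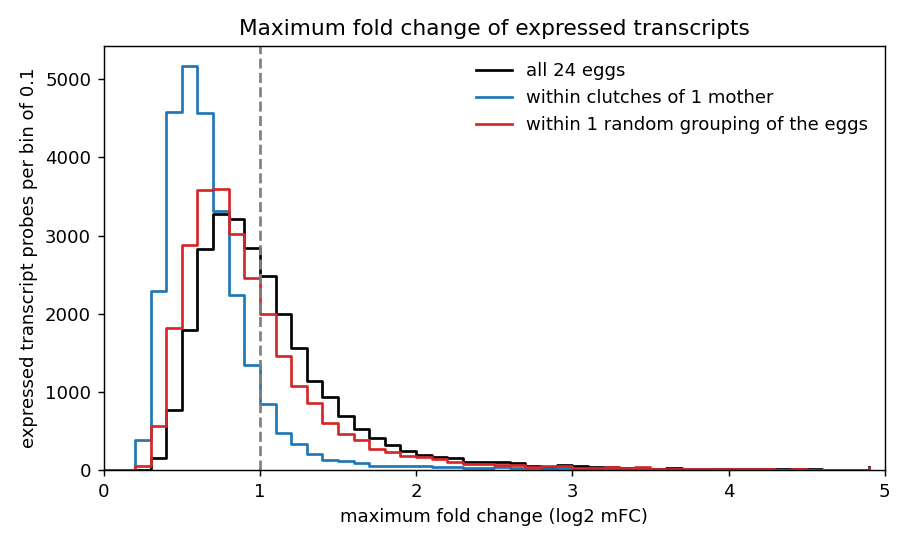
Distribution of the log2 mFC of the 26766 expressed transcripts over all eggs, within clutches and within 1 random grouping of the eggs. The last bin pools the larger values. The median mFC is 1.925 over all eggs and 1.54 within clutches.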

The combination of limited variability in maternal gene expression between mothers, and a substantial difference between mothers points to a strict regulation during the assembly of the maternal transcriptome in *Zebrafish* oogenesis.

**Fig 2:**
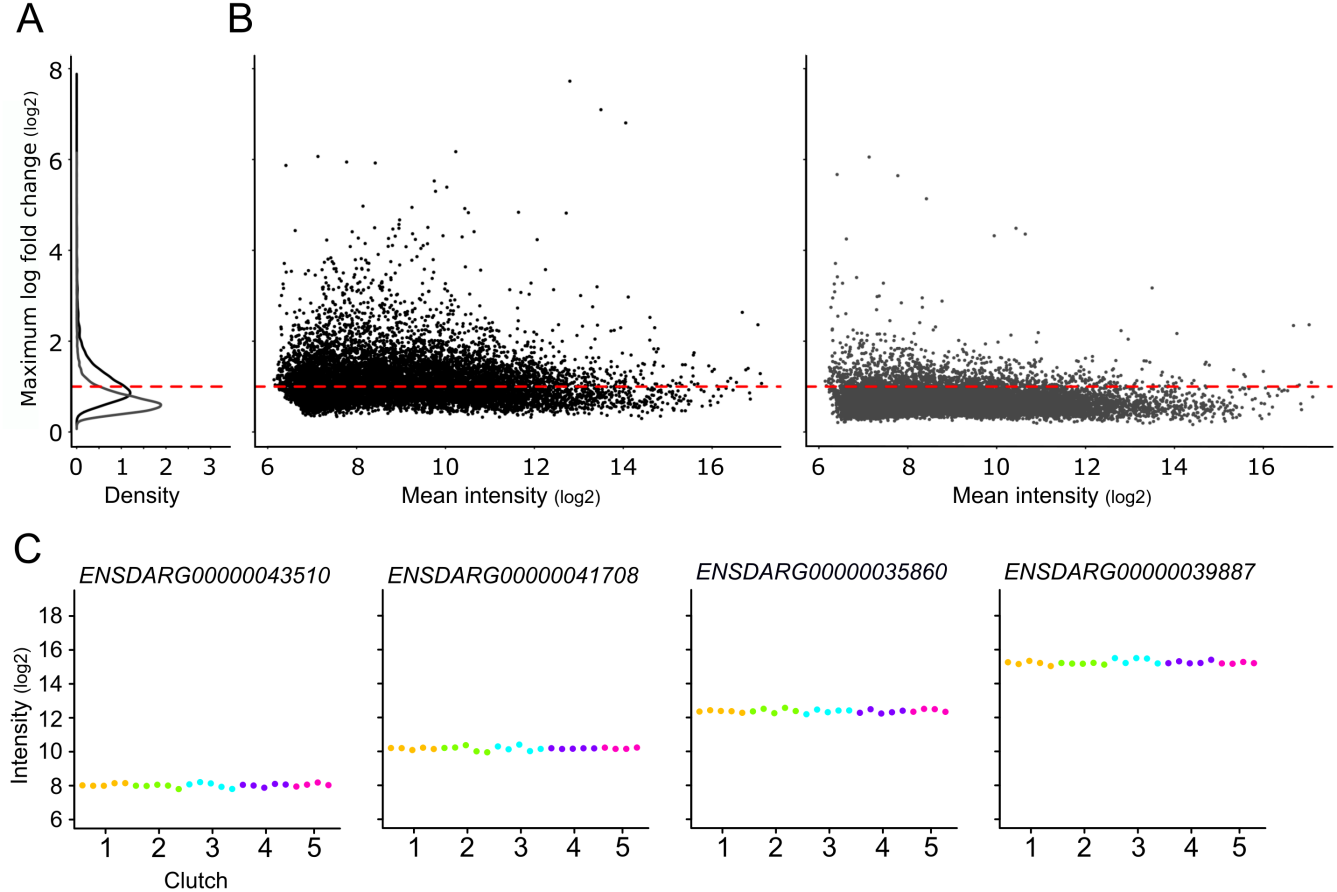
Differential gene expression in the maternal transcriptome. Variability of the maternal transcriptome. (A) Distribution of maximum fold changes (mFCs) in gene expression per gene between individual eggs (black, B left panel) and per gene within clutches (grey, B right panel). (B) Left panel, the maximum fold change (mFC) in gene expression between individual eggs, calculated as the difference per gene of the log intensity of the highest gene expression in any egg and the lowest log intensity of any other egg; Right panel, the maximum fold change within clutches was calculated per gene as the largest of the differences of the highest log intensity in any clutch (≈ mother) and the lowest log intensity in the same clutch (≈ mother). The red dashed line represents an absolute gene-expression mFC of 2. (C) Four illustrative examples of similar gene-expression in clutches from different mothers (color code see Fig 1A). Labels on the X-axes represent ‘Mother (clutch)’.

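A gene of Fig 2C, csrp2bp in the authors' tables and KAT14 in the reference (ENSDARG00000041708; chromosome 22, 25038486 to 25051094, Zv9), had an mFC of 1.36 over the 24 eggs. Its mean log2 signal lay between 9.92 ± 0.17 (SD, n = 5) in mother 2 and 9.97 ± 0.15 (SD, n = 5) in mother 3, and limma's moderated F of 0.122 gave an adjusted p of 0.975. A second gene of that panel, RPS28 (ENSDARG00000035860; chromosome 2, 24851946 to 24854047), had an mFC of 1.29. Its mean log2 signal lay between 12.10 ± 0.11 (SD, n = 5) in mother 4 and 12.17 ± 0.12 (SD, n = 5) in mother 2, with an adjusted p of 0.856 from limma. The other genes of the panel had no expressed probe that the tables pair with them.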

### Mother-related gene expression

To further understand the observed gene-expression differences between clutches, we evaluated the expression profiles of all expressed genes. Many genes showed an expression profile in which every egg from any mother showed a similar expression level, yet completely different than that of every egg from one or more of the other mothers. To rule out that this phenomenon was caused by point mutations in the probe target sequence in these genes, we checked several genes that were targeted by more than one probe. It showed that these profiles are, besides the expected variance in intensity due to variant probe-affinity, identical (Fig 3B). Thus the observed gene-expression differences represent genuine differences in mRNA presence.

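The authors' tables list, for some probes, further probes whose targets they match, and 232 such pairs of expressed probes, for 114 transcripts, could be compared. The listed numbers were read as the numbers in the probe names. Pearson's r between the 5 mother means of the paired probes had a median of 0.843, and exceeded 0.9 for 45.7% of the pairs. Each r rests on 5 means and is not read singly. In 1000 draws of random pairs matched on mean signal, the median r was at most 0.192 (permutation p = 0.000999, the smallest that 1000 draws can give). Where the listing probe had absolute distinct levels, which held for 135 pairs, the median r was 0.942 and the other probe differed between mothers in 127. The files read here hold no probe sequences, so it is not known whether the probes of a pair bind at the same site, and a variant at a shared site is not excluded by these values. The probe paired with pax1b, listed in the reference as PAX1 (ENSDARG00000073814; chromosome 20, 48863965 to 48870376, Zv9), had a mean log2 signal of 8.64 ± 0.22 (SD, n = 5) in mother 1, 7.92 ± 0.19 (SD, n = 5) in mother 2, 7.32 ± 0.28 (SD, n = 5) in mother 3, 8.31 ± 0.15 (SD, n = 5) in mother 4 and 8.63 ± 0.17 (SD, n = 4) in mother 5. The highest mother was 2.49 times above the lowest (limma, adjusted p = 1.01e-08), and 4 of the 5 eggs of mother 3 were well above background. With the arrays centred on their median, the adjusted p was 0.088.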

**Fig 3:**
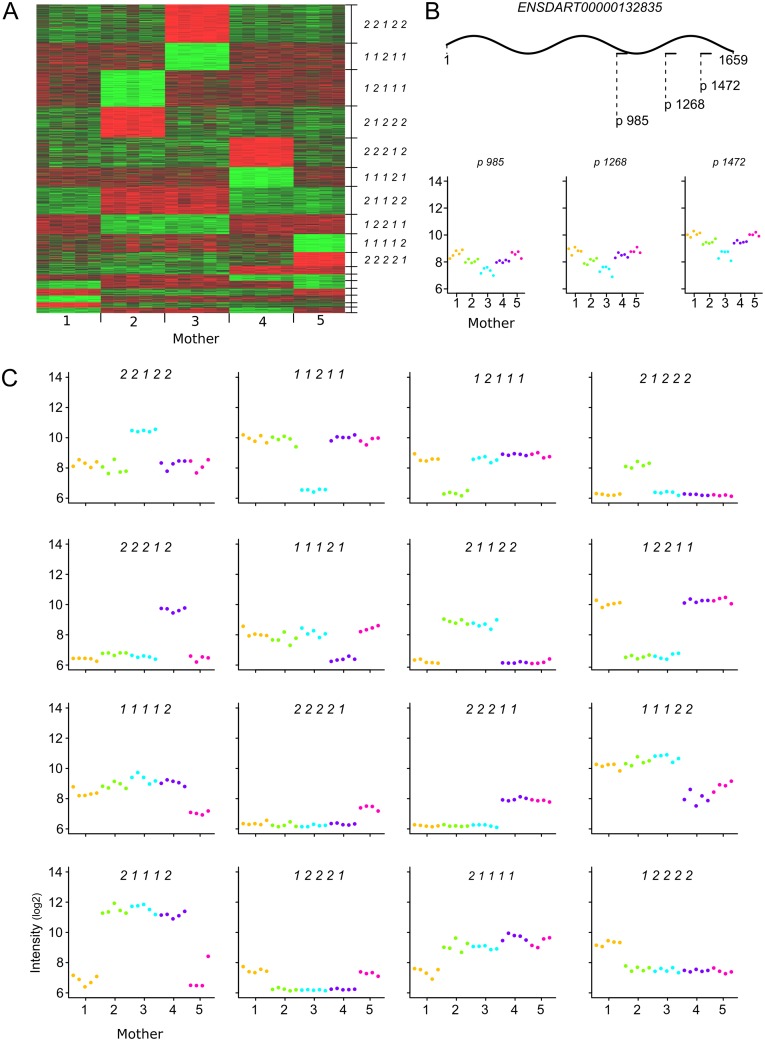
Obvious mother-specific maternal gene-expression. Maternal genes expressed at mother-specific distinct levels. (A) Heatmap showing 17 clusters of genes containing at least 25 genes that are expressed at a mother-specific or group-of-mothers specific level (see main text paragraph 3.4). The first 10 clusters are numbered by their relative gene-expression level between mothers as indicated by a 5-digit code (1 = high; 2 = low). In these 17 clusters only two levels were present because clusters with more than two levels contain less than 25 genes (S6 File) (B) Raw intensity data of three probes that query the transcript (ENSDART00000132835, pax1b-001) at positions: 985, 1268 and 1472 (color code: see Fig 1A). Labels on the X-axes represent ‘Mother (clutch)’, labels on the Y-axes represent log2 Intensity. (C) Illustrative examples of genes with mother-specific gene expression of the 16 clusters from A that have an inverse counterpart (color code see Fig 1A). Labels on the X-axes represent ‘Mother (clutch)’, labels on the Y-axes represent log2 Intensity.

Effectively, eggs from one mother express each gene at one specific level, which can be substantially different than that in eggs of other mothers. As there are five mothers in this study, up to five of these specific gene-expression levels are possible for each gene. Because a different number of mothers can show the same expression level, this amounts to many potential different gene-expression level combinations. 

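Clutch ranges that overlapped were merged, and a transcript was counted when at least 2 levels remained apart. This held for 4893 of the 26766 expressed transcripts (18.3%), of which 3943 had 2 levels, 857 had 3, 88 had 4 and 5 had 5. In 100 random groupings of the eggs, the count was at most 119, with a median of 4. The gap between the levels had a median of 0.15 on the log2 scale, or 1.11-fold. A gap of at least 1 on the log2 scale was found for 262 transcripts, and a gap wider than the widest clutch range of the transcript for 677. Centring the arrays on their median lowered the count to 873.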

We identified 2,224 genes (20%) displaying absolute distinct mother-specific gene-expression levels (cf. Materials and Methods), i.e. there is no overlap between the expression range of a gene in eggs from one or two mothers as compared to the expression range of the remaining eggs. These genes could be grouped in 174 gene clusters with a unique expression profile (Fig 3A, and S9 File). 

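The levels of the 5 mothers formed 218 different profiles. Written with 1 for the highest level, in the order of the mothers' numbers, the profile 22122 was found for 447 transcripts and its inverse 11211 for 336. Likewise, 12111 was found for 441 and 21222 for 327, and 22212 for 359 and 11121 for 244. Mother 1 was apart from all others in fewer transcripts, 76 at the lower level and 45 at the higher level. How often a single mother was the higher one depended on the scaling and the probe filter. For mother 5 this share was 42.2%, but 26.2% with the processed signal scaled to the 75th percentile. For mother 4 it was 59.5%, but 49.4% for probes present on all 24 arrays. Median centring gave 11.8%, 23.7%, 49.15%, 92.1% and 12.5% for mothers 1 to 5. It takes 1 constant from each array, and the mean of the expressed transcripts then still followed the mean signal of the array (r = 0.979 over 24 arrays) and was highest in mother 4, so these shares are not read as a property of the profiles.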

17 clusters contained more than 25 genes, whereas 63 clusters existed of only one gene. 

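At least 25 transcripts shared a profile in 32 of the profiles, and 68 profiles were found for 1 transcript each. Of the 1738 probes in the part of S9 File held here, 1679 (96.6%) had the same profile when it was derived from the deposited values.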

The observed profiles (Fig 3C) show a remarkable similar gene expression within mothers as well as obvious different gene expression between mothers. 

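Among the 6 genes with the largest gap between levels, chosen from the probes paired with a gene symbol that passed the F-test, si:dkeyp-46h3.6 (ENSDARG00000087363; chromosome 19, 27977441 to 27980235, Zv9) had a gap of 3.88 on the log2 scale, with a mean log2 signal of 8.01 ± 0.87 (SD, n = 5) in mother 3 and of 14.28 ± 0.12 (SD, n = 5) in mother 4, or 77.5-fold (limma, adjusted p = 2.37e-16). On the same chromosome, si:dkeyp-46h3.2 (28002600 to 28004619) was 43.8 times higher in mother 4 than in mother 3. The mean log2 signal of pxna was 10.03 ± 0.18 (SD, n = 4) in mother 5 and 6.57 ± 0.09 (SD, n = 5) in mother 2, where 3 of 5 eggs were well above background, so no fold is given. For gbgt1l4 the fold between the highest and lowest mother was 16.1 and for mrpl30 it was 15.4. A difference between the mothers was called for these 5 genes under every alternative run on them.

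**Figure D2:**
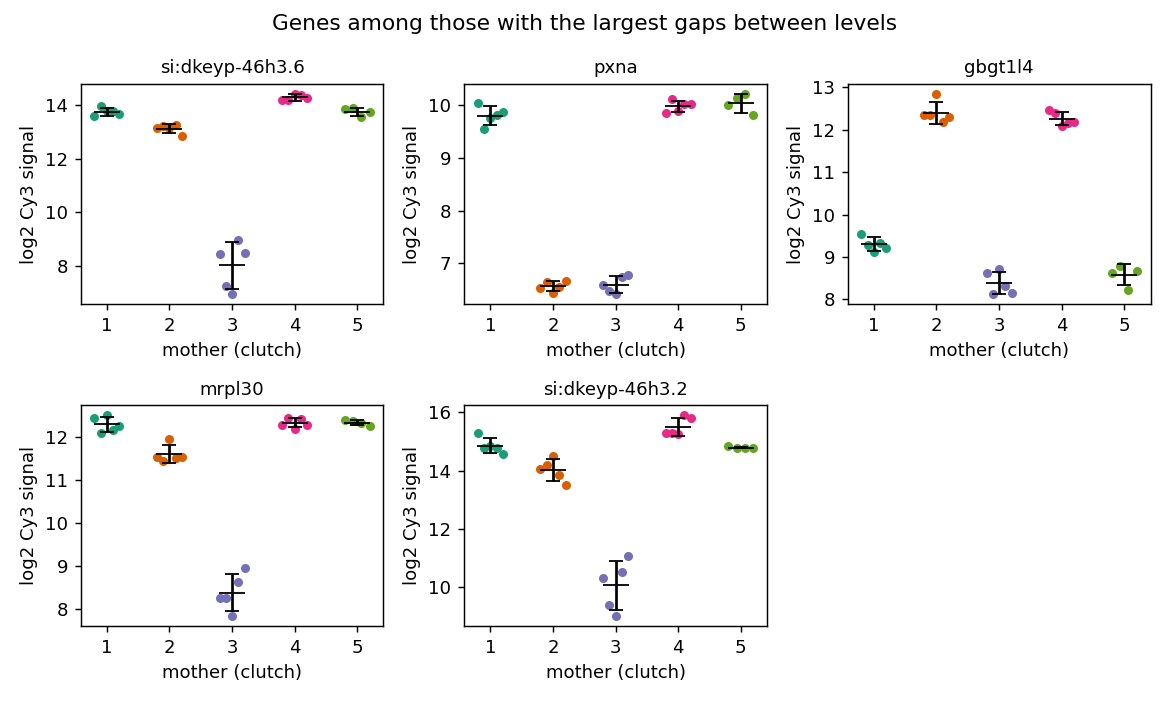
Normalized log2 Cy3 signal of each egg, by mother, for 5 genes with large gaps between levels. Each point is an egg, and the black bars give the mean and the SD of each mother. The gaps lie between 2.44 and 3.88.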

We were concerned that the differences between clutches could be caused by eggs that are per mother in a different stage of maturation, activation, meiosis, or possibly decay. However, as all these processes are based on strict cellular programs, the samples should cluster in an ordered fashion, much as is shown in many embryonic programs [18,22,57]. The fact that the gene expression and eggs cluster like a checkerboard (Fig 3A), effectively rules out the possibility that these gene expression differences are caused differences in cell phase, but are truly reflecting relative differences in maternal mRNA presence as accomplished during oogenesis. 

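All 30 profiles with 2 levels that 5 mothers allow were found among the 3943 transcripts with 2 levels. A single order of the mothers along one process would allow 8 of these 30 if each transcript rose or fell throughout. The best such order held 52.7% of the 3943 transcripts, and 66.1% of those with 2 levels under median centring. If a peak or dip is allowed, an order allows 20 of the 30, and the best held 3615 transcripts (91.7%). With each egg left out in turn, the 52.7% stayed between 50.0% and 55.8%.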

The strict regulation of maternal gene expression within each mother is quite impressive.

### Differentially-expressed maternal genes

The above gene clusters were defined naïvely, as well as by absolute difference between mothers. In order to determine whether more genes bear a maternal gene-expression signature, we determined the differences in gene expression within and between mothers with a standard ANOVA (P< 0.05 at a false discovery rate of 5%) using ‘clutch’ as model factor. 

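The moderated F-test of limma gave 16510 of the 26766 expressed transcripts (61.7%) an adjusted p under 0.05, and 17759 (66.3%) an unadjusted p under 0.05. When q-values with an estimated share of unchanged transcripts replaced the Benjamini-Hochberg adjustment, 26341 transcripts (98.4%) passed. That share was estimated at 0.0604, and 8582 of the transcripts that passed had an unadjusted p over 0.05. In the Cy5 reference channel, the same test of limma gave 0 transcripts, and 194 (0.725%) at an unadjusted p under 0.05. That count is low for chance as well, since random groupings gave a median of 856.5 in Cy5. In 100 random groupings of the eggs, the Cy3 count was at most 861. With slide as a block it was 15599, with the Cy3 over Cy5 ratio 11940 and with median centring 3304.

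**Figure D3:**
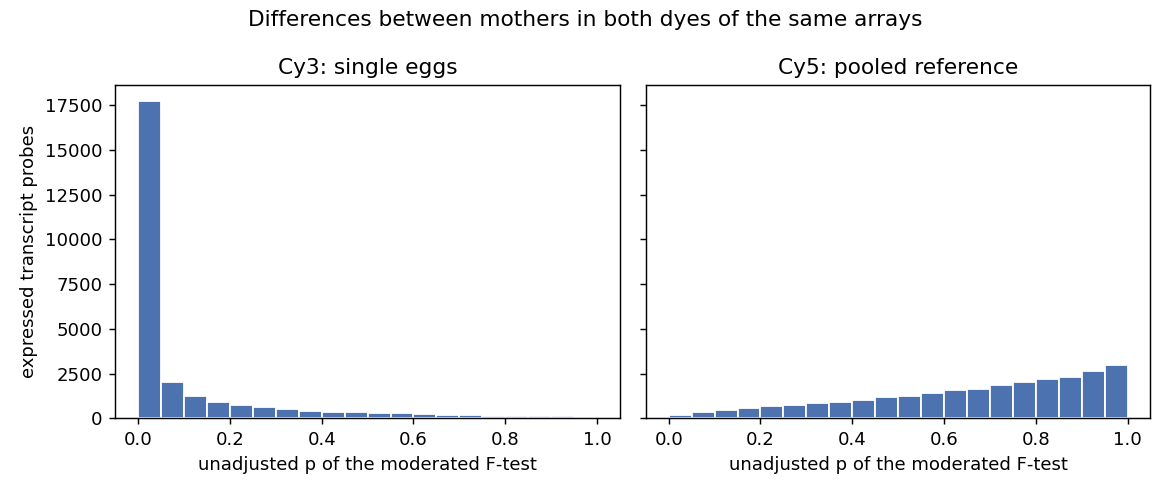
Unadjusted p of the moderated F-test between mothers for the 26766 expressed transcripts, for the Cy3 signal of the eggs and the Cy5 signal of the pooled reference on the same arrays. The first bin holds 17759 transcripts in Cy3 and 194 in Cy5.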

Remarkably, the ANOVA identified over 99% (11,005) of the genes to be differentially expressed (DEG) between any of the mothers (S10 File). Given the quite low mFCs per mother, this means that even in genes with very low variance in gene expression over all eggs, stricter regulation within each mother can be observed (Fig 4B and 4C). 

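Of the 14895 expressed transcripts with an mFC of at most 2 over all eggs, 7294 (49.0%) differed between mothers. Among transcripts with a higher mFC, 9216 (77.6%) did. Of the 21873 transcripts without absolute distinct levels, 11619 (53.1%) differed. The fold between the highest and the lowest mother had a median of 1.51 over the transcripts that differed, and exceeded 2 for 2766 of them (16.8%).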

All the small mother-specific differences add up to a maternal-specific transcriptome that notably differs between clutches, which is illustrated by the PCA plots in which eggs from each mother convincingly cluster together and separate from those of other mothers (Fig 4A).

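Differences between mothers accounted for 62.9% of the variance of the expressed transcripts (pseudo-F of 8.06, permutation p = 1e-05, the smallest that 100000 permutations can give). The first components held 28.15%, 23.5%, 12.7% and 7.98% of the variance. In the Cy5 reference, 10.4% of the variance lay between the mothers' groups (permutation p = 0.9815). For 23 of the 24 eggs, the nearest egg over all expressed transcripts was of the same mother. The exception was egg 1 of mother 1. The root mean square log2 distance was 0.32 on average within clutches and 0.51 between them. The paper states that small mother-specific differences add up to a transcriptome that differs between clutches, and illustrates this with a principal component analysis.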

**Fig 4:**
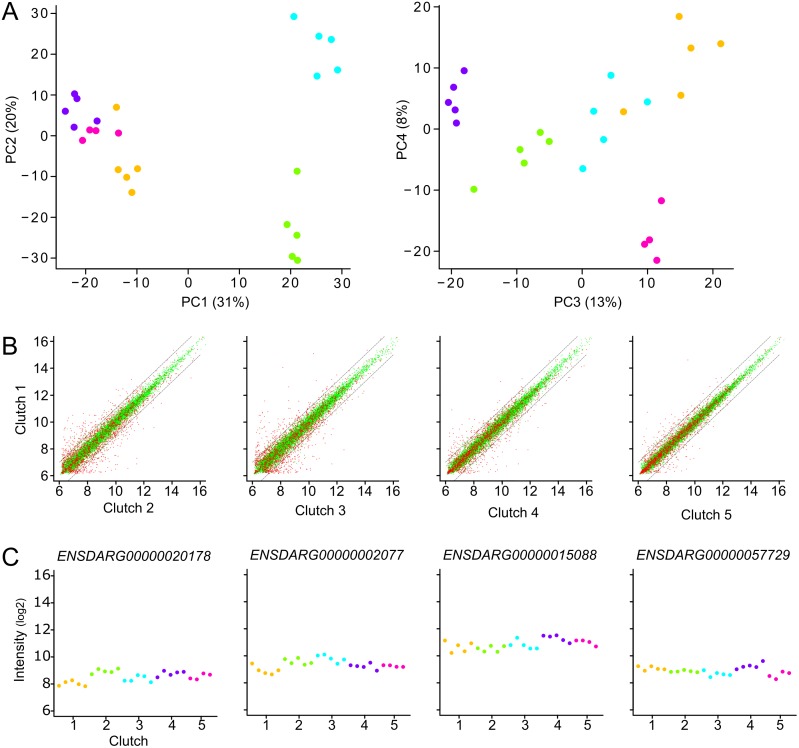
Subtle mother-specific maternal gene-expression. Overall low-variable maternal genes are almost all mother-specific differentially expressed. (A) Representation of the first four principal components of a PCA on the 11,118 expressed genes. (color code see Fig 1A). The contribution to the total variability is given as a percentage at the axes. (B) Scatterplots of the per gene average clutch expression value of the first clutch against the four other clutches. Red dots represent the 2,224 genes that show an absolute distinct mother-specific expression level; green dots represent all other expressed genes. Dashed lines represent a fold change of 2 between the two clutches (also S14 File). Labels on the Y-axes represent ‘Clutch 1’. (C) Illustrative examples of four mother-specific differentially-expressed genes that do not have an absolute distinct mother-specific expression. Labels on the X-axes represent ‘Mother (clutch)’, labels on the Y-axes represent log2 Intensity.

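Between pairs of mothers, 2790 expressed transcripts (10.4%) differed in at least 1 pair with a fold change over 2 and an adjusted p under 0.05 from limma. The fewest, 278, differed between mothers 1 and 5, and the most, 1126, between mothers 2 and 4. Of the pairs with mother 1, that with mother 2 gave 806 transcripts, that with mother 3 gave 886 and that with mother 4 gave 471. Random groupings of the eggs gave fewer transcripts than the mothers in every pair. With the arrays centred on their median, 12977 transcripts differed in at least 1 pair, with the most, 11636, between mothers 1 and 4, against 2902 between mothers 2 and 4. With the Cy3 over Cy5 ratio, the most, 1236, differed between mothers 3 and 4, against 1179 between mothers 2 and 4. The same pair had the most with the array mean as a covariate, 1153 against 1082, and for the probes in the part held of the table of expressed genes, 77 against 75. Leaving out 1 egg could also change the pair with the most. In such sets mothers 3 and 5 reached 1267 and mothers 1 and 3 reached 1255, while mothers 2 and 4 reached at most 1238.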

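Of the genes in Fig 4C, ephb6 (ENSDARG00000057729; chromosome 16, 12443246 to 12579167, Zv9) had an expressed probe that the tables pair with it. Its mean log2 signal was 9.06 ± 0.215 (SD, n = 5) in mother 4 and 8.43 ± 0.23 (SD, n = 4) in mother 5, a 1.55-fold difference between the highest and lowest mother (limma, F of 10.8, adjusted p = 0.0001525). The clutch ranges overlapped, so no distinct level was called. Under centring on the array median, the adjusted p was 0.12.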

### Elucidating the mother-specific gene expression

Given the obvious maternal gene-expression patterns between mothers, a specific regulation of the maternal mRNA pool in the developing oocyte must be in place. As little is known about the underlying regulation mechanisms, we tried to elucidate the mother-specific maternal mRNA expression by analyzing the previously-defined 17 gene clusters with absolute gene-expression differences between mothers, for potential clues to their origin and function. As first perspective, we analyzed whether we would be able to associate the detected cellular processes that are overrepresented in the set of expressed genes (Fig 1D) to a mother-specific expression profile. If these cellular processes were to be associated with gene sub-clusters, then this would immediately show when mapped onto a heatmap of all expressed genes. However, mapping several of these clusters showed no tendency for these gene sets to associate with gene sub-clusters; the only relation we could find was that many of these expressed gene-sets have a high expression level, which is to be expected taken into account the stock characteristic of maternal RNA at this developmental stage (data not shown).

Additionally, the potential function of the 17 mother-specific gene clusters was investigated, using all expressed genes as a background, with over-representation using KEGG and GO gene sets. Only relatively weakly associated gene-sets were found for these gene clusters (S11 File).

We also mapped the Aanes *et al*. defined clusters [16] to our mother-specific gene clusters, but did not find any obvious relation. Which is to be expected as the Aanes clusters are defined by degradation and activation profile of RNA in early embryogenesis, rather than by the RNA production during oogenesis. Similarly, only a few of the mother-specific gene clusters showed overrepresentation of the mentioned 3’ UTR located hexamers and cPEs (S12 File). Also the most overrepresented set in the expressed vs. non-expressed comparison, i.e. the set of embryonic CPEs, was not overrepresented in any of the mother-specific gene clusters. So in this respect there seems to be no correlation between the assembly of the mother-specific genes RNA pool and stabilization and/or activation via polyadenylation of these mRNA molecules.

Another perspective, the position of the cluster genes in the genome (S9 File) was examined, as it is known that the organization of chromosomes is often important in gene expression[58]. There is a clear non-random distribution of the cluster genes over the chromosomes (S3 Fig). As can be read from the heatmap of the percentage of genes in a particular cluster that maps to a specific chromosome (Fig 5A), each mother-specific gene cluster has a different chromosome distribution of its genes. Yet, after clustering the chromosome distribution of the gene clusters, it turned out that the gene clusters that have an inverse expression profile over the mothers cluster together. This means that for instance the gene cluster in which the genes of mother 1 were expressed *higher* than in all other mothers show a chromosome distribution similar to the inverse gene cluster in which the genes of mother 1 were expressed *lower* than in all other mothers (Fig 5A). Out of the eight possible inverse cluster combinations, six clustered as a pair in our heatmap (Fig 5A). So, clusters of genes with a specific expression profiles over mothers, both up and down, show a similar correlation with chromosome location, which strongly suggests a genome-based regulation mechanism.

**Fig 5:**
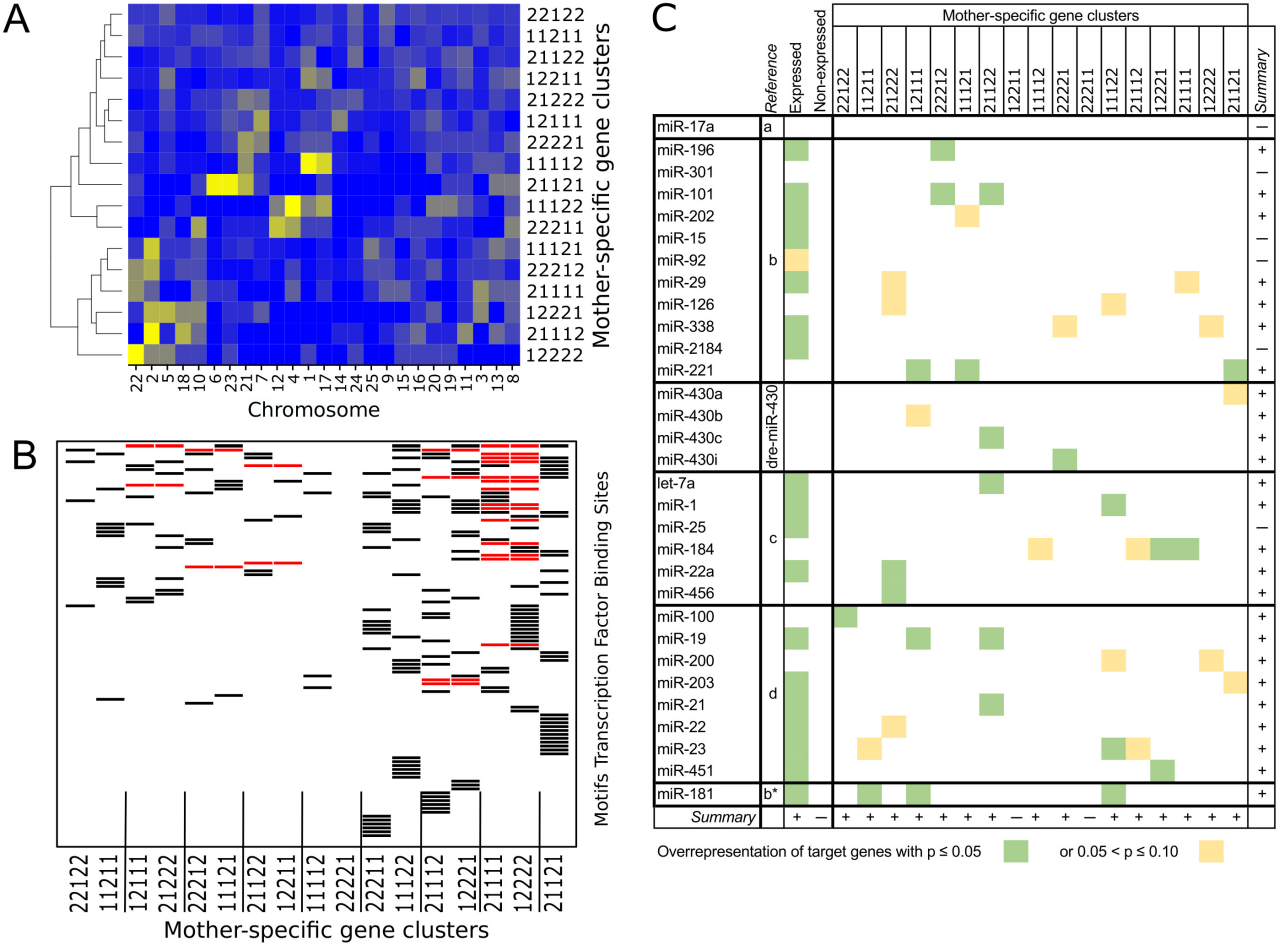
Characteristics of mother-specific maternal gene expression. Characteristics of the 17 mother-specific gene clusters defined by relative gene-expression differences (see Fig 3A). (A) Clusterogram of chromosome location of the genes per cluster. Indicated is the relative occurrence of genes on a chromosome: dark blue, low; bright yellow, high. (B) Schematic representation of the overrepresented, TRANSFAC-defined transcription-factor binding sites (TFBS) in the upstream regions of the genes per cluster. Each horizontal line denotes a specific TFBS (specified in the same order from top to bottom in S13 File). A bar indicates that a specific TFBS is found overrepresented in the specified mother-specific gene cluster. Red bars indicate that a specific TFBS is found overrepresented in both related, inversed gene clusters. (C) Representation of the overrepresented miRNA target sequences in the transcript sequences of the genes per cluster, as well as for the expressed and non-expressed genes. The targets for miRNAs reported in the following references were tested: a *Abramov et al*. [51], b: *Juanchich et al*. [52], c: *Yao et al*. [53], d: *Wei et al*. [54], b* whereas in [52] the minor form of miR-181 was reported, here the targets for the major form of miR-181 were tested, because in TargetScanFish 6.2 no targets for miR-181* are available.

Also, the presence of overrepresented transcription-factor binding sites (TFBS) in the upstream region of the cluster genes was studied. Many potentially relevant TFBSs (101) were found to be specific for genes in the identified mother-specific gene clusters using all the genes in the mother-specific gene clusters as a background (Fig 5B, S13 File). Moreover, as with chromosome location, several (21) of these TFBS were found, sometimes exclusively, in associated inversed clusters (Fig 5B). Altogether, these findings point towards a role of transcription factors in the observed regulation of the maternal gene-expression.

Finally, as several miRNAs were strongly associated with maternally-expressed genes, we investigated the relation between the mother-specific gene clusters and several miRNAs involved in oogenesis and early-embryogenesis. For this we looked whether the target genes of a specific miRNA were overrepresented in a gene cluster. The results indicate a strong relation between specific miRNAs and specific gene clusters (Fig 5C and S7 File). Of the 17 gene clusters, 15 could be associated with a tested miRNA and reciprocally; of the 31 tested miRNA, 25 showed an association with any of the gene clusters (Fig 5C). Moreover, it seems that the interaction was rather specific in that most miRNAs just correlated with one or two gene clusters. Here, the reciprocal gen-expression clusters do not display co-regulation. Given the well-known role of miRNA in gene-expression regulation, it seems that miRNAs have an important role in the emergence of the observed mother-specific gene clusters.

## Conclusions

The extent of the conclusions in our study is defined by the fact that in this experimental set-up, mother and clutch are confounding factors. We do not know how subsequent clutches from a mother relate to each other with respect to their maternal transcriptome. At the same time, in this study only relative gene-expression differences of genes represented by a probe on the microarray are analyzed. Substantial variance in RNA yield was observed after isolation, but by lack of proper means to control this process, it is impossible to determine whether these differences are actually present in the eggs, are a result from the isolation procedure, or are merely caused by a different rRNA content of the eggs. Nevertheless, the relative gene-expression differences found in this study are very convincing, because they are observed between clutches, while at the same time the gene-expression within a clutch is highly similar. Additionally, given the total lack of order in the detected mother-specific gene-clusters it is not likely that the observed gene-expression differences originate from different stages of maturation, meiosis, or activation of the studied eggs. One outcome of our study, the consistency of the maternal transcriptome within each clutch, means that pooling of mature oocytes or eggs for gene-expression studies will likely not severely affect the outcome, although replicate pools will be needed to statistically determine the mother-specific differences.

There are two main conclusions that emerge from this study. First and foremost, it seems that the maternal transcriptome in *zebrafish* eggs is incredibly tightly organized; half of all expressed genes shows maximally a lower than twofold difference between any of the 24 profiled transcriptomes. Even more, the maximum gene-expression difference within clutches is for 88% of the expressed genes lower than twofold. It seems improbable that such a tight regulation of gene-expression levels is regulated by transcription alone, so it is likely that a fine-tuned system of transcription, stabilization and degradation is in place during oogenesis. Although one could argue that embryogenesis is a tightly programmed process and as such it is logical that maternal RNAs are also tightly regulated, the extent of similarity between the transcriptomes over mothers has surprised us.

The second main conclusion is that the subtle differences we find are highly specific for mother, given that over 99% of the expressed genes are differential with respect to mother. This aspect is also illustrated by the fact that all clutches are convincingly separated in a principal component analysis of the expressed maternal transcriptomes. This is even more remarkable because the mothers studied here are siblings, in which we may assume limited genetic variation. Nevertheless, we cannot exclude that genomic variation might be a partial cause of this mother-specific behavior, but from the example in Fig 3B we learn that it cannot be the only cause of this. Although we can only speculate why these clusters exist, their specific occurrence with respect to chromosome localization indicates a functional cause, a hypothesis further strengthened by the occurrence of overrepresented clusters with inversed gene expression on identical chromosomes. Also the co-occurrence of the same transcription factor binding sites in promoters of genes in the mother-specific clusters and their inverse counterpart hints on a biological function for the subtle differences in the transcriptomes of different clutches. The analysis of miRNAs provides the most convincing evidence of gene-expression regulation, in that we were able to establish a relation between the mother-specific gene clusters and specific miRNAs. Although these functional analyses were limited to identifiable gene-clusters, one has to realize that these clusters extend beyond the absolute between-mother differences in which we defined them. Virtually all genes were found to display mother-specific gene-expression differences, so all genes are under the control of many factors that purposely result in a mother-specific signature in maternal *zebrafish* transcriptomes.

Altogether, the maternal transcriptome composition of mature *zebrafish* oocytes seems to be tightly regulated in a mother-specific manner, controlled during oogenesis by many factors, such as chromosome conformation, transcription factors and miRNAs.

## Supporting Information

S1 Fig Data-quality control after normalization. (A) All raw intensity data were centered on the array average. Shown is the per probe correlation of the used scaling factors and the centered intensities vs. the standard deviation of these centered intensities. 194 suspect probes with a high anti-correlation and a high standard deviation are indicated with red dots. (B) Distributions of all gene-expression data (black) and the gene expression of the 194 red probes from A (blue) in a similar, but separate 36 single eggs microarray experiment in which a different protocol was applied. In this experiment, shortly described below, overall very low signal intensities were observed. We attribute these low intensities to the polyadenylation step on total fragmented RNA; i.e. due to the very large amount of molecules to be polyadenylated the polymerase was exhausted prior to generating sufficiently long poly(A) tails to all mRNAs. However, mRNA molecules with native long poly(A) tails would still be able to produce a sufficient signal. In this experiment the 194 suspect genes from the experiment in the current 24 egg study show a substantially higher expression value than most other genes and hence will be in this category of transcripts with a native long poly(A) tail. We reasoned that the performance and the efficiency of the polymerase is likely a major reason for the sample-to-sample variability and is a major factor on which the data in the 24-egg is normalized. However, if mRNAs are already polyadenylated such a normalization likely produces spurious intensity data for these genes. Therefore we removed these genes from further analysis. *Description of the 36-egg array experiment of Fig S1B*: The experimental setup of the experiment shown in Fig S1 is similar to the 24 egg experiment discussed in this article. Below is a short specification of this experiment: • Array used: NimbleGen custom microarray with a design to 24 egg experiment [39]; • Biological material: 36 eggs, similar to 24 egg experiment (cf. Materials and Methods); • Protocol used: after isolation of total RNA similar to 24 egg experiment: fragmentation followed by polyadenylation and IVT similar to 24 egg experiment; • Microarray procedure: according to manufacturer’s protocol (Nimblegen); • Scanning and data extraction: similar to 24 egg experiment.
(PDF) Click here for additional data file.

S2 Fig Maternal gene expression in *zebrafish* eggs. (A) Distribution of the gene-expression intensity variance of raw expression data. The variance cut-off is indicated by a dotted vertical line at -3.74 (cf. Material and Methods). (B) Distribution of the gene-expression intensity of the variance categories. (C) Distribution of transcripts by the number of eggs in which each was called present based on the gene-expression variance cut-off from A. Grey: Transcripts that are called present in at least 4 eggs as a definition for the category: “Expressed” in this study. (D) Distribution of the gene-expression intensity of the expressed categories.
(PDF) Click here for additional data file.

S3 Fig Chromosomal distribution of the genes in the 17 mother-specific gene clusters. Each page shows the schematic representation of the chromosome location of genes (red arrowhead) from a mother-specific gene-expression cluster as indicated by a 5-digit code (1 = high; 2 = low) in the upper right corner of the page.
(PDF) Click here for additional data file.

S1 File RIN values and Yields of from the 24 *zebrafish* eggs. (XLSX) Click here for additional data file.

S2 File Capture oligo sequences. (XLSX) Click here for additional data file.

S3 File Ribo-depletion protocol. (DOCX) Click here for additional data file.

S4 File Genes with a high anti-correlation with a calculated scaling factor were removed from further analysis. (XLSX) Click here for additional data file.

S5 File List of expressed and non-expressed genes (XLSX) Click here for additional data file.

S6 File Overlap of this study with the study of Aanes *et al*. (XLSX) Click here for additional data file.

S7 File Over-representation in expressed, non-expressed and mother-specific cluster genes for targets of miRNAs reported of importance in oogenesis and early embryogenesis. (XLSX) Click here for additional data file.

S8 File Over-representation of KEGG pathways and Gene Ontology categories in expressed and non-expressed genes. (XLSX) Click here for additional data file.

S9 File Genes showing absolute distinct mother-specific gene-expression levels. (XLSX) Click here for additional data file.

S10 File Differentially expressed genes with p< 0.05 at a false discovery rate of 5% using ‘clutch’ as model factor. (XLSX) Click here for additional data file.

S11 File Over-representation of KEGG pathways and Gene Ontology categories in mother-specific gene-expression clusters. (XLSX) Click here for additional data file.

S12 File Enrichment of hexamer motifs, PASs and PBEs in 3' UTRs of mother-specific gene-expression clusters. (XLSX) Click here for additional data file.

S13 File Transcription factor binding motifs found in the promoters of the mother-specific gene-expression clusters. (XLSX) Click here for additional data file.

S14 File Scatterplots of the per gene average clutch expression values. Red dots represent the 2,224 genes that show an absolute distinct mother-specific expression level; green dots represent all other expressed genes. Dashed lines represent a fold change of 2 between the 2 clutches.
(PDF) Click here for additional data file.

# Supplementary material for: Mother-Specific Signature in the Maternal Transcriptome Composition of Mature, Unfertilized Zebrafish Eggs
**Source:** PLoS One. 2016 Jan 22;11(1):e0147151. doi: 10.1371/journal.pone.0147151
**Supplement:** S3 File

**Ribo-depletion protocol**

**Materials**

Binding buffer (5 mM Tris-Cl pH 7.5, 1 mM EDTA, 1 M NaCl)

Dynabeads MyOne Streptavidin C1 (Thermo Fisher Scientific)

E.Z.N.A. MicroElute CleanUp Kit (Omega Biotek)

3’-biotinylated single-stranded DNA oligonucleotides (1.5 pmol/μl/oligo) (Eurogentec)

**Procedure**

1. Wash 50 µl streptavidin C1 beads per sample two times with one volume of H_2_O
2. Wash once with one volume of binding buffer
3. Resuspend washed beads in 20 µl binding buffer and keep at 37°C until use
4. Prepare the following capture mix:

2 μl total RNA (1 μg)

1 μl biotinylated oligos

30 µl binding buffer

1. Incubate for 5 min at 70°C in a thermocycler
2. Cool down to 37°C at -0.02°C/s
3. Add 20 µl washed beads
4. Incubate for 15 min at 37°C
5. Use magnetic separation to transfer the supernatant containing ribo-depleted RNA to a new 1.5 ml tube
6. Wash the beads by resuspension in 50 µl binding buffer
7. Recover supernatant by magnetic separation and combine with the first eluate
8. Remove residual beads by centrifugation at 15,500 x g for 5 min
9. Transfer supernatant to a new 1.5 ml tube
10. Adjust the volume to 100 μl with RNase-free H_2_O
11. Perform RNA cleanup using E.Z.N.A. MicroElute CleanUp Kit
12. Elute with 16 µl RNase-free water
13. Store the ribo-depleted RNA at -80°C until use

How the deposited data were processed for this re-analysis (not part of the article)

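The series holds 24 arrays, each hybridized with the amplified RNA of 1 unfertilized egg in Cy3 and a reference pooled from eggs in Cy5. The eggs came from 5 mothers, and were grouped by mother as the deposited sample descriptions give it. The authors deposited the scanner output of their Feature Extraction software for each array, whose median signals are intensity values of the spot's pixels without background subtraction or normalization. Their processed signals are intensity values after background subtraction, spatial detrending and dye normalization by the same software. The deposited series table holds log2 values that the authors quantile normalized between the arrays. Within 5e-09, these equal the log2 of the quantile normalized linear median signal of Cy3.

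The log2 median signal of Cy3 for the 88754 probes of the main design set was quantile normalized, and spots marked as non-uniform were left out. The mean signal was chosen before the data were examined, but the files hold only the median signal, which was used in its place throughout. The level is the transcript probe. The supplementary tables held are parts of the authors' tables, and pair 3835 probes with an Ensembl gene, 3135 of them with a symbol in the gene name table.

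Expression was called as the methods describe. The low- and high-variance probes were parted where the distribution of the log2 variance over the arrays has its minimum, and a probability of the high-variance class over 0.95 on at least 4 arrays was required. The mFC, the clutch mFC and the absolute distinct levels follow the methods, and a profile is the level of each mother, with 1 for the highest. Differences between mothers were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, moderated F with Benjamini-Hochberg adjustment at 0.05), and pairs of mothers with contrasts of the same fit and a fold change over 2. The share of variance between mothers was tested with 100000 permutations. Row medians were taken with matrixStats 1.5.0. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Arrays give no counts, so the precision is limited by their number and by the signal over background.

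The steps were tested on simulated data of 37754 features with 200 changed ones. The moderated F-test found all 200, with 13 false calls, and all 200 codes and directions were recovered. Recovery was not split by the size of the change. It therefore checks that the steps run as meant, and does not show how many small differences they find. Among the transcripts that differed in the eggs, the median fold between the highest and the lowest mother was 1.51. Another 21 unchanged features had levels apart.

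Named genes were chosen by a rule set before the data were examined: every gene the paper names in its text or figures for which a probe can be paired, and the 6 features with the largest gap between levels among those past the F-test threshold and paired with a symbol. Of the latter, 1 is not reported here. Gene positions are those of the authors' tables, which the methods place on Zv9.

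The alternatives were the processed signal scaled to the 75th percentile, normexp background correction with an offset of 50, median centring, the deposited normalized values, the Cy3 over Cy5 ratio after loess, non-uniform spots kept, other probe filters, slide, array position and egg number as blocks, other adjustments and tests, array weights, minimum gaps between levels, and each egg left out in turn. The array mean as a covariate, and the probes in the part held of the table of expressed genes, were added after the data were seen. The closing section gives their effect.

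The genes that the authors removed before normalization were not removed here. Over-representation, motif, miRNA and stage comparisons were not analysed here. The chromosome distribution of the profiles was not tested. Positions were counted only in the part held of the study's table of expressed genes, which gives one for 5.94% of the expressed transcripts. Those in the part held of the table of mother-specific genes were left out of that count. How many transcripts with a profile have a position was therefore not determined.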

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

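The tests of the array mean and the split of the probes by name were chosen after the results were seen, and the other tests in this part before. A single egg far from the others of its group was looked for in 100 groups of 4 or 5 eggs. It was found in 7, where chance alone gives about 5.

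Egg 5 of mother 3 lay apart from the other eggs of its clutch in the principal components. Its score on component 2 was -18.92, against 20.73 to 34.64 for the others, and on component 3 it was -36.76, against -17.96 to -13.01. A mislabelled sample is argued against by the distances: 0 other mothers had eggs that were nearer on average, and its nearest egg was of mother 3. The mean distance was 0.46 to the eggs of mother 3 and 0.52 to those of mother 2, the next. Its array had the lowest mean log2 Cy3 signal of the clutch, 6.69 against 6.89 to 7.42. With the trend on the array mean removed, its slope taken from the eggs of the other mothers, the gap to the other eggs fell from 0.7403 to 0.04279 of the range on component 2, where 0.71 is the limit, so the mean signal of the array may account for that component. On component 3 it fell from 0.7916 to 0.485, but to 0.7596 with a slope 2 standard errors lower, so this stays open. RNA isolation and amplification of single eggs were not tested, and the design gives no condition within a clutch, so no biological explanation was tested.

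In mother 2, the log2 signal of si:dkeyp-46h3.6 was 12.84 in egg 5, against 13.14 to 13.26 in the other eggs. Egg 3 of that mother had 12.85 for gbgt1l4, against 12.18 to 12.34, and 11.97 for mrpl30, against 11.45 to 11.54. The array of egg 3 had the highest mean log2 Cy3 signal of the clutch, 7.48 against 6.60 to 6.97. With the trend on the array mean removed in the same way, the gap was 0.6634 of the range for gbgt1l4, and 0.7434 and 0 with a slope 2 standard errors lower and higher. The limit lies between these, so the array mean stays open for gbgt1l4. For mrpl30 the pooled slope in the other mothers was -0.6855 (standard error 0.2604), while egg 3 had the highest array mean and the highest signal. That slope was not shared by all mothers. From the lowest to the highest array mean, the signal went from 8.96 to 7.84 in mother 3 and from 12.39 to 12.32 in mother 5. It went from 12.10 to 12.45 in mother 1 and from 12.20 to 12.29 in mother 4. The array mean therefore stays open for mrpl30 too. For egg 5 the gap fell to 0.1297, but its array mean of 6.76 lies among those of the clutch and the removed trend spread the other eggs, so this decides nothing. No biological explanation was tested.

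In the table of yields, egg 2 of clutch 2 gave 474 ng of total RNA, against 94.5 to 166.2 ng for the other eggs of that clutch. Egg 1 of clutch 4 gave 7.248 ug of amplified RNA, against 5.502 to 5.936 ug. Both are the authors' measurements. Clutches 2 and 4 of that table are not tied to the mothers' numbers, so these eggs were not looked up on the arrays, and no explanation was tested.

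The arrays also carry 87220 probes outside the main design set, each with its own name. Of these, 43803 have names of other designs and 43417 have names like those of the main design. The paper mentions 44k probes of older, redundant designs that it did not use, and does not say what the second set is. Of the 35263 tested here, 18122 (51.4%) differed between mothers in Cy3 by limma's moderated F-test, and 4761 (13.5%) had absolute distinct levels. Those that differed were 14595 of 25747 (56.7%) with names of other designs and 3527 of 9516 (37.1%) of the others. Chance can be excluded for the first count: of 101 groupings of the eggs, only 1, the real one, gave as many, and the other groupings gave at most 588. An effect of the arrays shared by both dyes is argued against by Cy5, in which 0 of these probes differed (371 at an unadjusted p under 0.05). No probe sequences are held, and the authors describe the older designs as redundant, so several probes may measure 1 transcript and these are no independent set. Differences between the mothers stay open as an untested biological explanation, as does the preparation of RNA from each egg.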

How the results depend on the processing

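The alternatives were chosen before the data were examined, except the array mean as a covariate and the probes in the part held of the study's table of expressed genes. The share of transcripts with a clutch mFC of at most 2 was 8.53% to 97.0% under the alternatives. It was above that of all 100 random groupings (permutation p = 0.0099) except with median centring, where some groupings gave as large a share (permutation p = 0.0297). The share of variance between mothers stayed past its threshold under all alternatives, at 37.4% to 66.3% (permutation p 1e-05 to 0.0334). No result changed its direction among those that were called.

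The share of expressed transcripts with an mFC over 2 was 82.1% with the processed signal scaled to the 75th percentile, 49.5% with normexp, 97.6% with median centring, 51.0% with the deposited values and 60.1% with the Cy3 over Cy5 ratio. It was 33.0% for probes well above background on at least 4 arrays, 45.2% for probes present on all 24 arrays, 14.3% for all probes and 46.1% for the probes in the part held of the study's table. It was 25.5% with the second highest against the second lowest egg, which narrows the range by construction. After median centring, the mean of the expressed transcripts still followed the mean signal of the array (r = 0.979). Its SD over the arrays was 0.64, against 0.007356 after quantile normalization, so overall array signal remains in that mean under median centring. For the others the cause was not tested.

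The count of transcripts differing between mothers was 3304 with median centring, 10373 for probes present on all 24 arrays and 1237 for the probes in the part held, where fewer probes were tested. It was 26341 with q-values and 26230 with the ordinary F-test and q-values, where the estimated share of unchanged transcripts was small. The transcripts in at least 1 pair of mothers numbered 7289 with the processed signal, 12977 with median centring, 1456 for probes present on all 24 arrays and 204 for the part held. The cause for the first was not tested.

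Transcripts with absolute distinct levels numbered 873 with median centring, 2839 with the ratio, 2658 for probes present on all 24 arrays and 344 for the part held. With a gap of at least 0.2, 0.5 or 1 they numbered 1982, 791 and 262, and 677 with a gap wider than the widest clutch range, which follows from the stricter rule. The profiles numbered 46 with median centring, 72 for the part held, 109 with a gap of at least 0.2 and 53 with a gap of at least 0.5. The cause for the ratio was not tested.

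The count called expressed was 16798 when presence on all 24 arrays was required, which is stricter. With the processed signal it was 0, and the cause was not tested. In the Cy5 reference, 1 transcript differed with array position as a block and 2 with the processed Cy5 signal; the cause was not tested.

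With each egg left out in turn, the count differing between mothers ranged from 15147 to 17697, the share with an mFC over 2 from 42.5% to 45.7%, the share with a clutch mFC of at most 2 from 89.0% to 91.2%, transcripts with distinct levels from 4866 to 5590 and profiles from 221 to 242. The variance between mothers ranged from 62.2% to 66.2%, transcripts in at least 1 pair from 2659 to 3250, the count expressed from 24529 to 27087 and the Cy5 count from 0 to 1. The F of the RNA yield between clutches ranged from 1.10 to 3.68, and was past its threshold only without clutch 2 replicate 2, the egg with 474 ng (permutation p = 0.0142).

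Among the named genes, ephb6 and PAX1 lost their call under median centring, with adjusted p of 0.12 and 0.088. Under the other alternatives run on them it stayed below 0.05.

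Leaving out probes with listed cross-hybridization could give no value for the paired probes, since the pairs come from those lists. The chromosome distribution and its minimum gaps were not run, because few transcripts have a position in the part held of the study's table of expressed genes. Positions in the part held of the table of mother-specific genes were not counted. The signal over background limits the transcripts near the present call. The lowest log2 signal called present was 6.56 to 7.50, where the median of low-variance probes was 6.24.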

Differences from the paper's values

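The paper gives the share of expressed genes that differ between mothers as 99%, and 61.7% of the expressed transcripts differed here. Of the alternatives set before the data were examined, q-values with an estimated share of unchanged transcripts gave 98.4%, and the ordinary F-test with q-values 98.0%, and both lie within 1.5 times the paper's value. So do an unadjusted p under 0.05 with 66.3%, array quality weights with 73.5%, the set without mother 1 replicate 1 with 66.1% and that without mother 2 replicate 3 with 67.6%. The other alternatives set before the data were examined did not, among them the deposited values with 61.7% and median centring with 12.3%. A limit of 1.5 times is wide for a share near its ceiling. Of the settings within it, only those with q-values came near 99%, and the rest stayed nearer to 61.7%. The paper's methods name q-values for its adjustment, and its share is over genes, while the share here is over transcripts.

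The paper gives 17 profiles held by more than 25 genes, and 32 profiles were held by at least 25 transcripts here. With the Cy3 over Cy5 ratio and with probes present on all 24 arrays, the count was 19 in both cases, within 1.5 times the paper's. The processed signal with 32, normexp with 31, the deposited values with 32, non-uniform spots kept with 32, probes well above background with 33, all probes with 33 and median centring with 8 were not. The paper counts genes and the count here is of transcripts.

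The paper states that genes with low variability over all eggs are almost all differentially expressed between mothers. Here 7294 of the 14895 transcripts with an mFC of at most 2 (49.0%) differed. With q-values, 26341 of the 26766 expressed transcripts (98.4%) passed. This count was not split by mFC, but so few failed that nearly all of the 14895 must have passed too. With that adjustment the difference from the paper's statement is therefore not seen.

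The paper states that no profile with more than 2 levels reaches 25 genes. Here 5 profiles with 3 levels were held by at least 25 transcripts, the largest, 32133, by 51.

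In the part held of S10 File, RPS28 is among the genes called different between mothers. Here its adjusted p from limma was 0.856, and it was not called under any alternative run on it, with an adjusted p of 0.165 to 0.882 apart from the sets with an egg left out, where it was 0.661 to 0.936.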

Other observations

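Cy5, slide as a block, q-values and the random groupings for the distinct levels and the clutch range were set beforehand as analyses, but were chosen as tests of an explanation only after the results were seen. The tests of array mean, RNA integrity, the single order of mothers with and without a peak or dip, and egg 1 of mother 1, and the random groupings for the F-test and Cy5, were chosen after the results were seen altogether. The tests of partner probes, neighbouring genes and pairs of mothers were chosen before.

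Chance can be excluded for the count of transcripts differing between mothers, for the transcripts with distinct levels, for the clutch range and for each of the 10 pairs of mothers: of 101 groupings of the eggs, only 1, the real one, gave a result as large in each. For the Cy5 reference, 0 transcripts differed by limma, the lowest count there can be, so that 101 of 101 groupings gave as many says nothing about chance. At an unadjusted p under 0.05, 194 differed, and 97 of 101 groupings gave as many, so chance cannot be excluded there. The random groupings gave 157 to 8597 with a median of 856.5, so 194 lies at the low end of chance. The cause of so low a count was not tested. One grouping gave 3337 by limma, so the test could find differences between arrays.

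For the 16510 transcripts that differed between mothers, an array or hybridization effect shared by both dyes is argued against by the Cy5 count of 0. In Cy5, 72 transcripts differed between slides, and with slide as a block 201 differed between mothers at an unadjusted p under 0.05, against 194 without it. With slide as a block 15599 transcripts differed, 15191 of them also without it, and with the array mean as a covariate 16923 did, which argues against either as the whole cause. RNA integrity differed between the clutches of the yield table with a smallest adjusted permutation p of 0.01196. Clutches 1, 2 and 4 of that table were alike in RNA integrity, with means of 8.92, 8.94 and 8.92, and in amplified RNA, with means of 6.084, 6.123 and 6.018 ug, yet every pair of mothers differed in at least 278 transcripts, more than in random groupings. This argues against RNA integrity or amplification yield as the whole cause. Clutch 3 had the highest mean RNA integrity, 9.6, and for the mother it came from, whose number is not given, RNA integrity and the mother cannot be told apart. The isolation, tailing, rRNA depletion and amplification of each egg, which the Cy5 channel does not share, stay open. Differences between the mothers stay open too, as an untested biological explanation.

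The share of transcripts called with q-values was tested against the estimate of unchanged transcripts, which was 0.0604. Of the 26341 calls, 8582 had an unadjusted p over 0.05, the largest being 0.814, and 1830 had a moderated F under 1. A candidate explanation is that so small an estimate lets transcripts without evidence of their own pass. In the part held of S10 File, 114 of 1816 probes have an F under 1 in the authors' values. The smallest F there is 0.34 with the authors' adjusted p of 0.0479, and its unadjusted p with 4 and 19 degrees of freedom is 0.848. In 100 random groupings, the median estimate was 1 and the lowest 0.3065, and 9 of the 100 gave any call with q-values, at most 2664.

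For the mother-specific profiles, one order of the mothers for all transcripts, as a stage of maturity would give, is argued against by the 52.73% of transcripts with 2 levels along the best order, if each rises or falls throughout. With a peak or dip allowed, the best order held 91.68%, but a transcript with 1 mother apart is then allowed under every order, so this test cannot tell, and a stage of maturity with a peak or dip stays open. Signal of single probes that do not measure the transcript, as from a variant under a probe, stays open. The paired probes had a median r of 0.8428 over the 5 mothers, but they were paired through lists of shared targets and their sequences are not held, so a shared binding site and a difference in the transcript cannot be told apart. Linked genomic variation stays open too, and was tested only on genes located in the part held of the table of expressed genes. Over 1589 located genes, the mean r squared of 2626 pairs of genes within 1 Mb was 0.287, against 0.277 for pairs on other chromosomes (permutation p = 0.0206), and the mean r was 0.0235 against 0.003325 (permutation p = 0.0281). Without the pairs under 0.1 Mb, the permutation p was 0.0255 for r squared and 0.05369 for r, so the result for r rests in part on the nearest pairs. By distance, the mean r squared was 0.2837 under 0.1 Mb, 0.288 from 0.1 to 1 Mb, 0.2921 from 1 to 5 Mb, 0.2812 from 5 to 20 Mb and 0.2731 over 20 Mb, and the mean r was 0.03147, 0.02187, 0.007326, 0.007623 and -0.001421. The differences are small.

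Egg 1 of mother 1 was the egg whose nearest egg was of another mother, at a distance of 0.37 against 0.38 to its nearest clutch mate. The eggs of 2 other mothers were nearer to it on average. With the trend on the array mean removed, its slope taken from the eggs of the other mothers, its nearest egg was of mother 1, at 0.30, and 0 other mothers were nearer on average, which argues against a mislabelled sample. The mean signal of the array may account for its position, since removing its trend returned the egg to mother 1. No biological explanation was tested.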
